A study of Mus musculus with 46 samples. Its data were reported in "Integrated miRNA and mRNA expression profiling of mouse mammary tumor models identifies miRNA signatures associated with mammary tumor lineage" (2011).

How the data were processed

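Total RNA of 41 primary mammary tumors and 5 normal mammary glands was labelled with the dye Hy3 and hybridised by the authors to a custom array of miRNA probes, with 1 array per sample. The authors kept the processed signal of probes for the plus strand of mouse miRNAs, which gave 1336 spots, 4 for each of 334 miRNAs, and applied a global median scaling. The deposited raw table holds the signal intensity of each spot in array units, and it was used for all values here. The deposited series matrix holds log2 values. It was checked against the raw table, and each of its columns was the log2 intensity minus the median of the array plus a constant (column medians 8.0032 to 8.00326, spread of the difference within an array at most 1e-08). One further column of values per sample was not used here, nor were detection calls of the array software. Values on 7 arrays (all 4 MMTV-Wnt arrays, 2 MMTV-Hras arrays and 1 MMTV-C-Myc array) carry 3 digits, and the others carry more.

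The log2 intensity of each spot was taken, the median over the 1336 spots of the array was subtracted, and the 4 spots of a miRNA were averaged. As a measure of signal over background, the 5th percentile of all spots of an array was called its floor, and a miRNA was counted as above the floor when its signal exceeded 3 times that value. This rule was chosen after seeing the data. Geometric mean signals are over the unscaled intensities. The number of arrays limits the precision of every comparison.

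Samples were grouped by model as labelled. The classes basal (C3TAg, p53-/- and Brca1-/-p53+/-, 17 tumors) and luminal (5 MMTV models, 24 tumors) are those of the study. Comparisons used limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjusted p over the 334 miRNAs of each comparison and a threshold of 0.05. Basal and luminal tumors were compared as single tumors without normal gland. The other comparisons came from a model with 1 mean per group. They set normal gland against the unweighted mean of the 8 models and against each model, each model against the unweighted mean of the other 8 groups, and the 3 basal models against each other. Groups, tests, lists and most alternatives were chosen before the data were examined.

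For miRNA lists, camera was run with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 18 lists with at least a pair of measured members, and members past the threshold were counted over all miRNAs and adjusted over the list alone. There were 30 lists. Of these, 19 were fixed from general knowledge (the miR-200, let-7 and miR-30 families, the miR-17-92 cluster and its paralogs, MYC-repressed and p53-induced miRNAs, the miR-183 cluster, the pair miR-221 and miR-222, markers of stroma and smooth muscle, leukocytes, red cells, endothelium, skeletal muscle and fat, the embryonic stem cell clusters, the X-linked testis cluster, neural miRNAs, those of liver, heart and pancreas, and the imprinted Dlk1-Dio3 cluster) and 11 were named by the study from these samples. Of 200 listed miRNAs 175 were on the array. Lists of the study were counted but not tested by camera.

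The miRNAs named for a comparison of classes or of normal gland with the models are the 8 with the largest fold in each direction among those past the threshold, the members the study named, and up to 4 members of each list with the largest absolute fold. For each model they are the 3 with the highest fold and those the study named. Others, among them the 11 miRNAs higher in basal tumors and above the floor, those of the basal pairs and miR-34a, were chosen after their values were seen. Samples were clustered by 1 minus the Pearson correlation over miRNAs of z-scores with average linkage into a pair of groups. The correlation of normal gland with each model was averaged by class and tested by an exact permutation of the classes over the 8 models. Correlations over miRNAs are not over independent replicates.

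Alternatives were scaling to the 75th percentile, to the mean of the brightest miRNAs (those above the 75th percentile by mean signal over all arrays), by quantiles or not at all, the deposited log2 table, only the miRNAs with a mean signal at or above the median, values raised to the 25th percentile, single spots, array weights, model as a random block, unweighted model means, model means as samples, FVB groups only, each model or replicate left out, replicate number as a block, pooled tumors, and the tests named in the study's methods (a t-test, SAM with a p of at most 0.01 and a z-score rule with a threshold of 0.75). Alternatives chosen after seeing the data were subtraction of the floor with 50 added, unscaled or scaled to the 90th percentile, only miRNAs above the floor, leaving out the C3TAg and p53-/- arrays, the 7 arrays with 3 digits as a block, and SAM on single spots. Replicate numbers do not pair the samples (mean correlation 0.028 between arrays of one number and -0.006 between others).

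The calls were tested on simulated data with the same groups. Of miRNAs raised or lowered by 1 on the log2 scale 83.3% were recovered for basal against luminal tumors and 40% for normal gland, and of those changed by 2, 100% and 96.7%. Of the calls 6.78% and 4.65% were unchanged miRNAs. Apart from these changes all simulated groups shared 1 mean per miRNA. The rates therefore leave out differences between models of a class and between dim and bright arrays. Other assignments of the samples to groups were drawn 100 times for each count, and all 56 assignments of whole models were run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.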

Results

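MicroRNAs (miRNAs), short RNAs that lower the stability and translation of messenger RNAs, were measured in 41 primary mammary tumors from 8 genetically engineered mouse models and in 5 normal mammary glands of pregnant FVB mice, with 1 array per sample. The study treats 3 of the models as basal. These are C3TAg, a transgene of viral T antigens under the C3(1) promoter (5 tumors, FVB strain), p53-/-, a loss of the tumor suppressor p53 (7 tumors, Balb/C), and Brca1-/-p53+/-, a loss of the breast cancer susceptibility gene Brca1 with 1 copy of p53 (5 tumors, 129B6/FVB). The other 5 models are treated as luminal, all are FVB, and all express an oncogene from the mouse mammary tumor virus (MMTV) promoter. They are MMTV-C-Myc (4 tumors), MMTV-H2N (the Her2/neu receptor, 5 tumors), MMTV-Hras (5 tumors), MMTV-Wnt (4 tumors) and MMTV-PymT (the polyoma middle T antigen, 6 tumors). The classes basal and luminal come from the study, since the labels give the model alone. The paper describes p53-/- as a transplant model. It gives both p53-/- and Brca1-/-p53+/- with cre under the MMTV promoter, so that promoter is not confined to the luminal models. Strain and model coincide for p53-/- and Brca1-/-p53+/- tumors, as does transplantation for p53-/- tumors, so these cannot be told apart in them.

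Each array held 4 spots for each of 334 mouse miRNAs, and signal over background differed strongly between the models. The 5th percentile of all spots of an array, called its floor here, lay between 92.7 and 241 on the C3TAg arrays, between 61.4 and 114 on the p53-/- arrays and between 20.5 and 147 on the Brca1-/-p53+/- arrays. On the luminal arrays it was at most 61.3, on an MMTV-H2N array, and on normal gland arrays it lay between 21.3 and 34.6. The 90th percentile lay between 457 and 1491 on the C3TAg arrays, between 1298 and 2141 on the p53-/- arrays and between 1936 and 5324 on the Brca1-/-p53+/- arrays. It was higher on every luminal array, from 5951 on an MMTV-C-Myc array to 47700 on an MMTV-Wnt array, and lay between 9576 and 16673 on the normal gland arrays. The number of miRNAs above 3 times the floor was 31 to 85 on C3TAg arrays, 91 to 111 on p53-/- arrays and 168 to 274 on Brca1-/-p53+/- arrays. On the arrays of the luminal models it ran from 172 on an MMTV-C-Myc array to 304 on an MMTV-Wnt array, and on normal gland arrays from 199 to 236. The median SD of the 4 spots of a miRNA was 0.23 on the log2 scale, and the number of arrays limits the precision of each comparison.

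**Figure D1:**
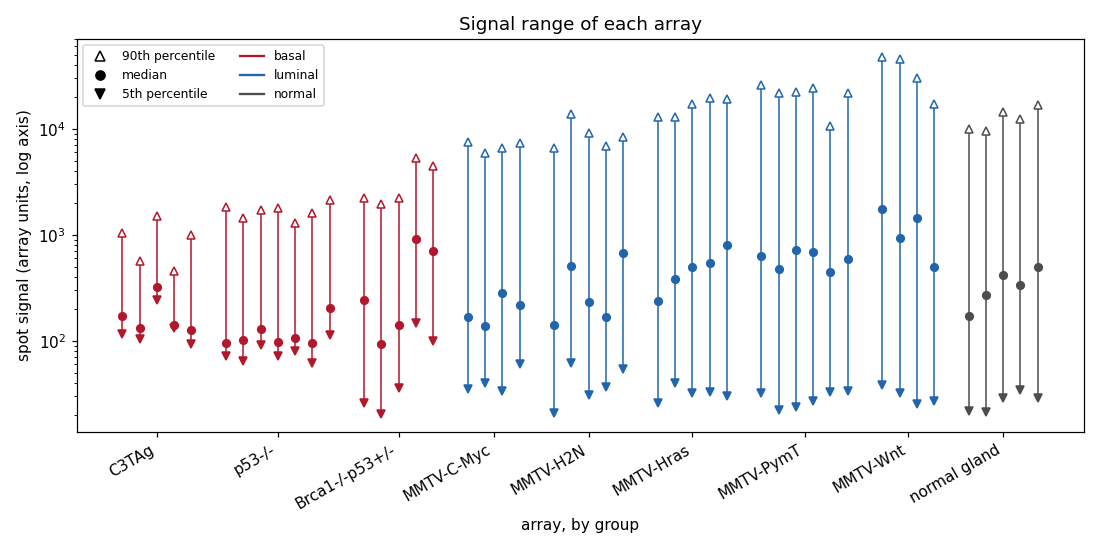
The 5th percentile (filled downward triangle), median (circle) and 90th percentile (open upward triangle) of the spot signal of each of the 46 arrays, in array units on a log axis, by group, with basal models in red, luminal models in blue and normal gland in grey. The C3TAg and p53-/- arrays have the narrowest range, with 90th percentiles from 457 to 2141, and those of the Brca1-/-p53+/- arrays (1936 to 5324) also lie below every MMTV-C-Myc array (5951 to 7486).

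The first comparison asked which miRNAs separate tumors with basal features (17 arrays) from tumors with luminal features (24 arrays). Members of the miR-30, miR-200, let-7 and miR-17-92 families and other abundant miRNAs were much lower in basal tumors. miR-30a-5p had a log2 fold of -4.43 ± 0.34 (standard error, adjusted p = 5.04e-15), miR-148a of -4.35 ± 0.45 and miR-141, a member of the miR-200 family that maintains the epithelial state, of -4.27 ± 0.48 (adjusted p = 1.08e-10). The signal of miR-141 had a geometric mean of 166 in basal and 8348 in luminal tumors, and it was above 3 times the floor on 3 of 17 basal and 24 of 24 luminal arrays. On the basal arrays miR-30a-5p was above it on 7 and miR-148a on 9, so the size of these folds is limited by the floor. The highest fold in basal tumors was that of miR-463, of the X-linked testis cluster, at 3.13 ± 0.35 (adjusted p = 9.16e-11), at signals close to the floor of the arrays (geometric mean 129 in basal and 38.5 in luminal tumors).

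In all, 149 miRNAs were higher and 87 lower in basal tumors (63.1% of calls higher), around a median log2 fold over all miRNAs of 0.55. This treats the tumors of a model as independent, and with model as a random block 87 were higher and 62 lower, and with the means of the 3 and 5 models as samples 85 and 59. The split of the calls followed the scaling of the arrays. It was 228 higher and 52 lower (81.4% higher) with each array set to its 75th percentile, 258 and 30 (89.6%) with the brightest miRNAs as the reference, and 66 and 158 (29.5%) without scaling. With the floor subtracted it was 25 and 189 (11.7%) unscaled and 240 and 49 (83.0%) scaled to the 90th percentile. The median fold over all miRNAs was 1.89, 2.57, -0.83, -1.23 and 2.01 under these 5 settings, and 0.37 with quantile normalization. All folds below are relative to the median scaling unless another is named.

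Of the 87 miRNAs lower in basal tumors, all were above 3 times the floor on at least 12 of the 24 luminal arrays, and 41 on at least 9 of the 17 basal arrays. Of the 149 higher miRNAs, 11 reached that level on at least 9 basal arrays, and 91.9% had a mean signal below the median of the 334 miRNAs, against 0% of the lower ones. Under every scaling and both background subtractions, 30 miRNAs were called lower and 25 higher in basal tumors. The 30 lower ones included miR-30a-5p, miR-148a, miR-141, let-7f (-4.24 ± 0.44), miR-30c (-4.13 ± 0.34), miR-195 (-4.07 ± 0.34), miR-494 (-4.04 ± 0.56), miR-30d (-4.04 ± 0.34), miR-146b (-3.93 ± 0.36) and miR-805 (-3.30 ± 0.28). The 25 higher ones included miR-463, miR-323 (3.12 ± 0.35), miR-295 (3.10 ± 0.34), miR-137 (3.10 ± 0.39), miR-693-5p (3.09 ± 0.35), miR-802 (3.03 ± 0.34), miR-688 (3.01 ± 0.37), miR-201 (2.99 ± 0.33) and miR-448 (2.95 ± 0.29), and none of the 25 was above 3 times the floor on more than 5 basal arrays.

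**Figure D2:**
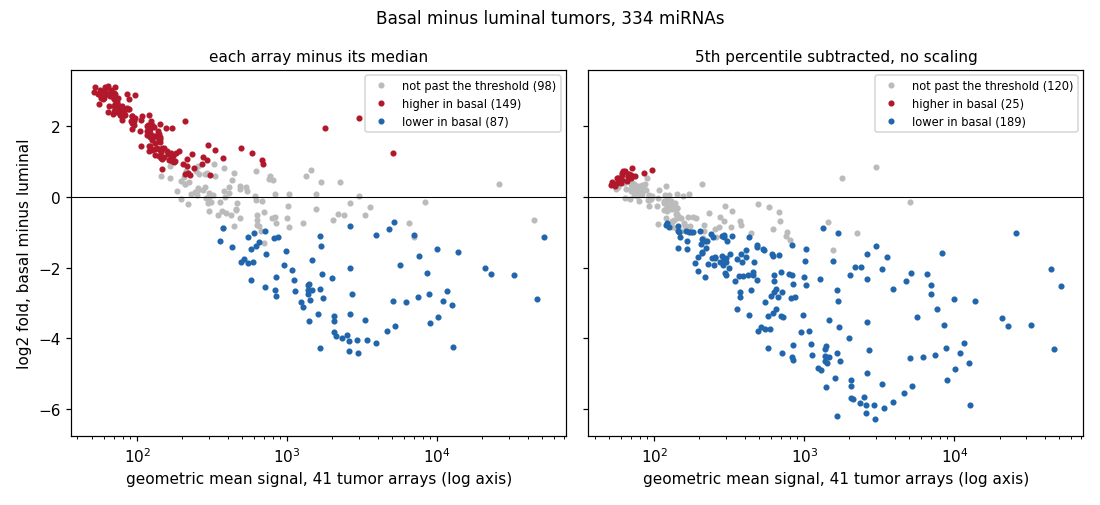
Log2 fold of basal minus luminal tumors against the geometric mean signal over the 41 tumor arrays (log axis), 1 point per miRNA, with each array set to its median (left) and with the 5th percentile subtracted and no scaling (right). The 149 miRNAs higher in basal tumors (red, left) lie mostly at low signal and the 87 lower ones (blue) at high signal, and on the right 25 are higher and 189 lower.

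Among the 11 miRNAs that were higher in basal tumors and well above the floor there, miR-689 rose by 2.24 ± 0.62 (signal 4259 against 2352), miR-339 by 2.15 ± 0.28 (286 against 168) and miR-222, which is linked to estrogen-receptor-negative breast tumors, by 1.96 ± 0.40 (2257 against 1516). Without scaling these folds were 0.86, 0.77 and 0.57, and only that of miR-339 still passed the test (adjusted p = 0.045). miR-149 (1.47 ± 0.37) and lymphocyte miR-150 (1.39 ± 0.38, but -0.20 with the floor subtracted and no scaling) also had a positive unscaled fold, while those of the remaining 6, among them miR-221 (1.23 ± 0.40), were negative.

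The miRNA lists were fixed before the data were examined, and a list is tested against all other miRNAs by camera. All 5 members of the epithelial miR-200 family were lower in basal tumors, with a median log2 fold of -3.31 (camera adjusted p = 0.00912, adjusted p = 0.321 with an estimated correlation). They included miR-200a (-3.41 ± 0.60), miR-200b (-3.31 ± 0.54) and miR-200c (-2.74 ± 0.58). All 5 members of the miR-30 family were lower (median -4.04, camera adjusted p = 0.000236, adjusted p = 0.305 with an estimated correlation). Of 9 let-7 miRNAs, which promote differentiation, 8 were lower and none higher (median -2.15, camera adjusted p = 0.000384, adjusted p = 0.321 with an estimated correlation), among them miR-98 (-3.65 ± 0.53) and let-7g (-3.56 ± 0.35). The counts adjusted over the list alone were the same for these 3 lists. All 3 medians stayed negative under every scaling, but the let-7 median was -0.13 with the brightest miRNAs as the reference, where 3 members were higher and 3 lower, and with quantile normalization 1 was higher and 4 were lower.

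Oncogenic and MYC-regulated groups fell as well. Of 12 miRNAs of the growth-promoting miR-17-92 cluster and its paralogs, 8 were lower and 1 higher (median -2.01, camera adjusted p = 0.00566, adjusted p = 0.321 with an estimated correlation). Their median was 0.0055 with the brightest miRNAs as the reference, where 4 were higher and 4 lower. miR-19b (-3.91 ± 0.34), miR-106b (-3.10 ± 0.31) and miR-20a (-2.87 ± 0.33) led the fall and kept their sign under every scaling. Of 12 miRNAs that MYC represses, 10 were lower and 1 was higher (median -2.69, camera adjusted p = 0.000236, adjusted p = 0.305 with an estimated correlation), among them miR-26a (-3.79 ± 0.40) and miR-16 (-2.93 ± 0.35). Of the 8 p53-induced miRNAs 3 were higher and 2 lower, or 2 and 1 when adjusted over the list alone, and the list as a whole was not called (camera adjusted p = 0.799, adjusted p = 0.864 with an estimated correlation). Its direction followed the scaling, with 8 higher and 0 lower with the brightest miRNAs as the reference, and 0 higher and 6 lower with the floor subtracted and no scaling. In the miR-183 cluster miR-182 was lower (-2.81 ± 0.53), miR-96 too at -1.61 ± 0.47, which turned to 0.41 with the brightest miRNAs as the reference, and miR-183 was at -0.41 ± 0.47 (list adjusted p = 0.221, adjusted p = 0.516 with an estimated correlation). Both members of the pair miR-221 and miR-222 were higher, but miR-221 had a fold of -0.15 without scaling (list adjusted p = 0.477, adjusted p = 0.627 with an estimated correlation).

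Markers of other cell types in the tissue did not move together, and the direction of most of these lists followed the scaling. Of 5 stromal and smooth muscle miRNAs 3 were lower, with miR-143 at -3.48 ± 0.49 (camera adjusted p = 0.0951, adjusted p = 0.321 with an estimated correlation), and the list median turned from -1.06 to 0.95 with the brightest miRNAs as the reference. Of 5 leukocyte miRNAs 3 were lower and 1 higher, with miR-142-5p at -2.27 ± 0.38 (camera adjusted p = 0.349, adjusted p = 0.516 with an estimated correlation), and their median turned from -0.82 to 0.52 at the 75th percentile, and further with the brightest miRNAs as the reference. The medians of the erythroid, skeletal muscle and adipocyte lists turned as well, from 0.16 to -1.22 without scaling, and from -0.45 to 1.57 and from -0.76 to 1.25 with the brightest miRNAs as the reference. Of 3 erythroid miRNAs miR-451 was lower (-3.05 ± 0.63) and the others did not pass the test (camera adjusted p = 0.575, adjusted p = 0.647 with an estimated correlation). Endothelial miR-126-5p was higher (1.75 ± 0.37) but had a fold of -0.36 with the floor subtracted and no scaling. Of the adipocyte miRNAs miR-365 was lower (-2.76 ± 0.42) and miR-378 higher (1.23 ± 0.37, but -0.15 without scaling, list adjusted p = 0.585, adjusted p = 0.627 with an estimated correlation). None of the 3 skeletal muscle miRNAs passed the test by limma, nor did any adjusted over the list alone (camera adjusted p = 0.627, adjusted p = 0.758 with an estimated correlation).

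Of the 4 lists of miRNAs set down beforehand as not expected in mammary tissue, 3 passed as higher in basal tumors, at signals near the floor. The expectation did not hold for every member, since neural miR-129-5p was above 3 times the floor on all 5 normal gland arrays. Of 12 miRNAs of the embryonic stem cell clusters 11 were higher (median 1.96, camera adjusted p = 0.00912, adjusted p = 0.321 with an estimated correlation), with miR-295, miR-367 (2.92 ± 0.35) and miR-302b* (2.78 ± 0.34) in the lead. All 6 miRNAs of the X-linked testis cluster were higher (median 2.91, camera adjusted p = 0.0130, adjusted p = 0.321 with an estimated correlation). So were all 7 liver, heart and pancreas miRNAs (median 2.54, camera adjusted p = 0.00912, adjusted p = 0.321 with an estimated correlation), among them heart miR-208 (2.96 ± 0.39). The neural list did not pass, with 5 of 10 higher (median 0.95, camera adjusted p = 0.150, adjusted p = 0.501 with an estimated correlation), and it had 3 higher and 3 lower without scaling and 2 higher and 5 lower with the floor subtracted and no scaling. Of 43 miRNAs of the imprinted Dlk1-Dio3 cluster 36 were higher and 1, miR-494, was lower (median 1.45, camera adjusted p = 0.000236, adjusted p = 0.321 with an estimated correlation). With the floor subtracted and no scaling, the median of the stem cell clusters was -0.15, that of the Dlk1-Dio3 cluster -0.56 and that of the neural miRNAs -0.83. In total 9 of the 18 lists with at least a pair of measured members passed with the preset correlation and 0 with an estimated one.

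The miRNAs that the study itself picked on these tumors are not independent evidence of their direction. All of its top 20 for basal tumors were higher here and all of its top 20 for luminal tumors were lower in basal ones, also when adjusted over the list alone. The rest of its longer lists was not compared. All 7 it named as luminal in human and mouse were lower, with miR-214 at -1.28 ± 0.31, which became 0.74 with the brightest miRNAs as the reference. Of the 3 it named as basal in both species, miR-135b (1.98 ± 0.39) and miR-505 (1.93 ± 0.31) were higher and miR-155 was at 0.35 ± 0.29 (adjusted p = 0.275). With the floor subtracted and no scaling these 3 folds were -0.13, -0.10 and -1.56. The paper reports a strong correlation of its array with RT-PCR for miR-505, and a weak one or none for miR-135b and miR-155.

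**Figure D3:**
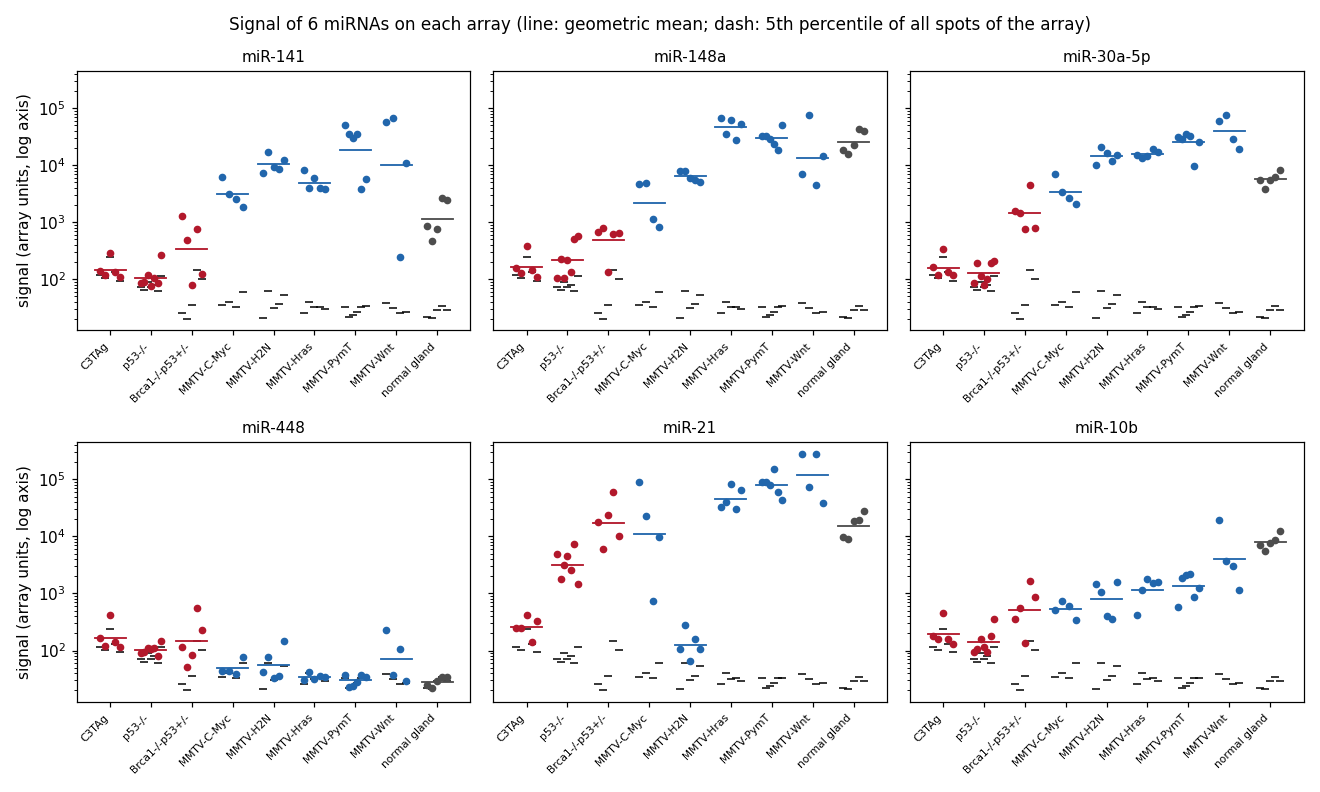
Signal of 6 miRNAs on each array in array units (log axis), by group, with the geometric mean of each group (line) and the 5th percentile of all spots of the array (dash). miR-141, miR-148a and miR-30a-5p are near the dash on the C3TAg arrays, on the 7 p53-/- arrays they are above 3 times it on 0, 4 and 2, miR-448 is above 3 times it on 2 MMTV-Wnt and 2 Brca1-/-p53+/- arrays alone, and miR-21 is at 1.99 to 5.03 times it on the MMTV-H2N arrays (geometric mean 127) and high on the MMTV-Wnt arrays (120578).

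The second comparison set the normal pregnant gland (5 arrays) against the mean of the 8 tumor models (41 arrays). Normal gland held more of miR-805 (log2 fold 4.08 ± 0.33, adjusted p = 7.90e-14), of the Hox-cluster miRNAs miR-10b (3.55 ± 0.35) and miR-10a (3.03 ± 0.49), of miR-146b (3.35 ± 0.38) and of miR-148a (3.13 ± 0.52). Muscle miR-133b (3.37 ± 0.75), lymphocyte miR-150 (3.19 ± 0.51) and erythroid miR-451 (3.13 ± 0.45) were higher there too. The miRNAs furthest below the tumors were miR-691 (-3.40 ± 0.36), miR-615 (-3.09 ± 0.48), miR-764-5p (-3.04 ± 0.35), miR-184 (-2.85 ± 0.50), miR-491 (-2.82 ± 0.55), miR-346 (-2.80 ± 0.52), miR-469 (-2.64 ± 0.40) and miR-702 (-2.61 ± 0.37). Each of these folds kept its sign under every scaling. In normal gland miR-691, miR-764-5p, miR-184 and miR-469 were above 3 times the floor on 0 of 5 arrays. There miR-346 and miR-702 were above it on 1, miR-491 on 2 and miR-615 on 5, so the floor limits the size of most of these negative folds.

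In all, 92 miRNAs were higher and 126 lower in normal gland (42.2% of calls higher), around a median fold over all miRNAs of -0.20. The split was 47 higher and 182 lower (20.5%) at the 75th percentile, 36 and 205 (14.9%) with the brightest miRNAs as the reference, 92 and 54 (63.0%) with the floor subtracted and no scaling, and 45 and 178 (20.2%) with the floor subtracted and the 90th percentile as the reference. The median fold under these settings was -1.01, -1.35, 0.013 and -0.97, and it was -0.17 without scaling and -0.12 with quantile normalization. Under all of these settings 36 miRNAs were called higher and 49 lower. Fewer were called in both directions with quantile normalization, and fewer still with the tumors pooled, as given in the part on processing.

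Of the 12 miRNAs that MYC represses 9 were higher in normal gland and none lower (camera adjusted p = 0.00302, adjusted p = 0.355 with an estimated correlation), among them miR-26b (2.63 ± 0.42), miR-26a (2.09 ± 0.39) and miR-22 (1.90 ± 0.34). Of 9 let-7 miRNAs 7 were higher (camera adjusted p = 0.0385, adjusted p = 0.528 with an estimated correlation), with let-7g at 1.72 ± 0.31 and let-7i at 1.60 ± 0.32, although the list median was -0.16 with the brightest miRNAs as the reference, where 1 was higher and 1 lower. Of 5 stromal and smooth muscle miRNAs 4 were higher (camera adjusted p = 0.0440, adjusted p = 0.355 with an estimated correlation), with miR-143 at 2.40 ± 0.44 and miR-145 at 2.13 ± 0.40. Of 12 stem cell cluster miRNAs 9 were lower (camera adjusted p = 0.0440, adjusted p = 0.355 with an estimated correlation), with miR-291a-5p at -2.13 ± 0.49. These were the 4 lists that passed with the preset correlation, and 0 passed with an estimated one.

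The other cell type markers were mostly higher in normal gland, but their lists did not pass. All 3 skeletal muscle miRNAs were higher, with miR-1 at 2.54 ± 0.92 and miR-206 at 2.36 ± 0.48 (camera adjusted p = 0.0997, adjusted p = 0.526 with an estimated correlation). The adipocyte miRNAs miR-365 (1.89 ± 0.36) and miR-378 (1.13 ± 0.40, but -0.020 with the brightest miRNAs as the reference) were both higher (list adjusted p = 0.185, adjusted p = 0.355 with an estimated correlation). Of 3 erythroid miRNAs 2 were higher (camera adjusted p = 0.0767, adjusted p = 0.355 with an estimated correlation), and of 5 leukocyte miRNAs 2 (0.244, with an estimated correlation 0.528). Endothelial miR-126-5p, of 2 listed markers the only 1 measured, was lower at -1.73 ± 0.44. It was near the floor in normal gland (mean unscaled log2 level 5.21). The call was lost with quantile normalization (-0.87) and with the floor subtracted and no scaling (-0.99). Of the 5 miR-200 miRNAs miR-200a (2.61 ± 0.67) and miR-200b (1.76 ± 0.61) were higher (list adjusted p = 0.244, adjusted p = 0.643 with an estimated correlation), and of the 5 miR-30 miRNAs 3 were higher, led by miR-30c (2.40 ± 0.35), and miR-30e was lower at -1.29 ± 0.51 (list adjusted p = 0.132, adjusted p = 0.528 with an estimated correlation).

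The remaining lists did not pass either. Higher and lower members numbered 1 and 3 of 12 for the miR-17-92 group (list adjusted p = 0.973), 2 and 2 of 8 for the p53-induced miRNAs (0.300), 1 and 0 of 3 for the miR-183 cluster (0.432), and 0 and 0 of 2 for the pair miR-221 and miR-222 (0.890). They numbered 0 and 3 of 6 for the X-linked testis cluster (0.214), or 0 and 4 when adjusted over the list alone. They numbered 3 and 4 of 10 for the neural miRNAs (0.973), with 5 lower when adjusted over the list alone, 0 and 5 of 7 for those of liver, heart and pancreas (0.200), and 6 and 21 of 43 for the Dlk1-Dio3 cluster (0.0997). With an estimated correlation the adjusted p of these 8 lists lay between 0.528 and 0.982. With the brightest miRNAs as the reference the medians of the miR-200 (-0.060), miR-30 (-0.24), leukocyte (-0.22), miR-17-92 (-1.09), p53-induced (-0.88) and miR-183 lists (-0.65) and of the pair miR-221 and miR-222 (-1.04) were negative, while under the median scaling they were positive. All 5 miRNAs that the study named for normal gland were higher than the mean of the models (miR-10b, miR-148a, miR-150, miR-199a at 1.65 ± 0.33 and miR-486 at 2.15 ± 0.33), which is not independent evidence since they were picked on these samples. The paper describes these 5 as down-regulated in all of its tumors. Here only miR-10b and miR-150 of them were called higher in normal gland than in every single model. The mean scaled log2 level of miR-148a was 6.69 in MMTV-Hras tumors and 6.35 in normal gland (limma adjusted p = 0.826).

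**Figure D4:**
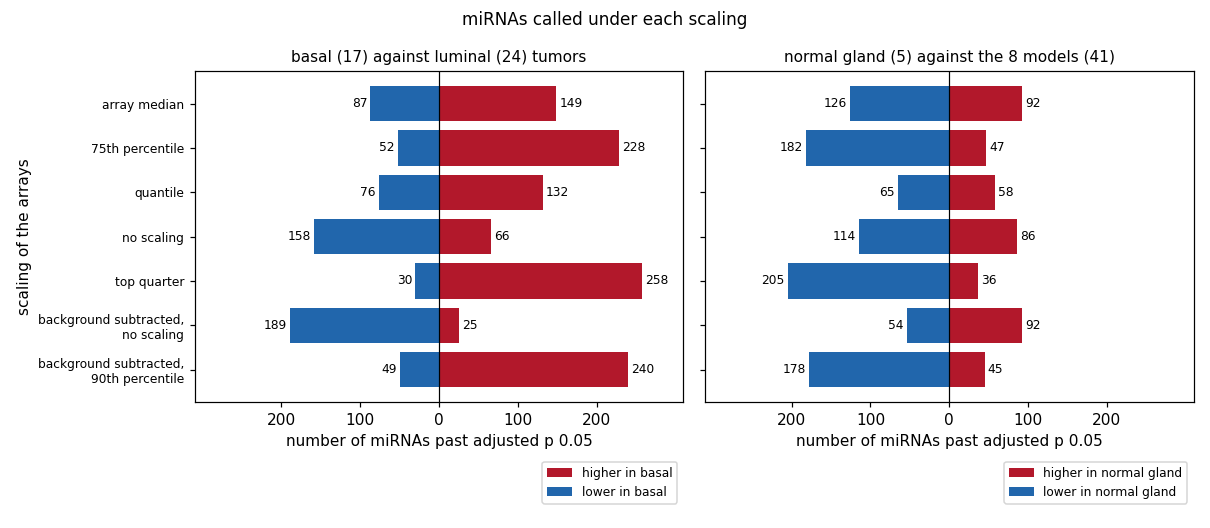
Number of miRNAs called higher (red, to the right) and lower (blue, to the left) under each of 7 scalings of the arrays, for basal against luminal tumors (left) and normal gland against the 8 models (right). Basal calls run from 25 higher and 189 lower to 258 higher and 30 lower, and normal gland calls from 36 higher and 205 lower to 92 higher and 54 lower.

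A further question was which miRNAs separate normal gland from each single model. By limma, 11 miRNAs were higher in normal gland than in every one of the 8 models and 1, miR-764-5p, was lower. The 11 were the muscle miRNAs miR-133b and miR-206, the Hox-cluster miRNAs miR-10a, miR-10b and miR-196a, the paralogs miR-103 and miR-107, and miR-150, miR-382, miR-449 and miR-805. The 8 comparisons share the 5 normal glands. The 11 depend on the scaling: the counts were 2 higher and 4 lower at the 75th percentile, 2 and 3 with the brightest miRNAs as the reference, 2 and 1 without scaling, 3 and 0 with quantile normalization, and 2 and 0 under both subtractions of the floor. Unchanged groups simulated against the same glands gave 0 such miRNAs, and independent lists of the observed lengths would give 0.00288 higher and 0.00551 lower. With the models set against separate subsets of the glands the counts were 3 higher and 1 lower, or 3 and 0. Without normal gland replicate 1 they were 6 higher and 2 lower. MMTV-Hras tumors had the fewest differences from normal gland (39 miRNAs higher and 23 lower in normal gland) and p53-/- (89 and 158) and C3TAg tumors (100 and 146) the most.

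Normal gland also resembled some models more than others. Its mean correlation over miRNA z-scores was 0.41 with MMTV-Hras, 0.18 with both MMTV-Wnt and MMTV-PymT, -0.0052 with MMTV-H2N and -0.17 with MMTV-C-Myc. It was -0.51 with C3TAg, -0.39 with p53-/- and -0.38 with Brca1-/-p53+/- tumors. The mean was -0.43 (SD 0.07, n = 3) over the basal and 0.12 (SD 0.22, n = 5) over the luminal models, a difference of -0.54 (two-sided exact permutation p = 0.0357 over 56 assignments of the models). The difference no longer passed with quantile normalization (-0.29), among the miRNAs above 3 times the floor on at least 23 of the 46 arrays (-0.24) or among those with a mean signal at or above the median (-0.20). When the 46 samples were clustered into a pair of groups, all 41 tumors fell with their class, as 17 basal tumors in one group and 24 luminal tumors with the 5 normal glands in the other. This separation was lost without the C3TAg and p53-/- arrays, where 1 group held the 5 remaining basal tumors with 9 luminal ones and the other 15 luminal tumors with the normal glands, so neither was mostly basal.

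The next comparison asked which miRNAs are high in a single model against the mean of the other 8 groups. MMTV-C-Myc tumors had the largest single folds, for miR-615 (5.72 ± 0.53, adjusted p = 2.83e-12), miR-494 (4.68 ± 0.35) and miR-491 (4.31 ± 0.60). The highest in MMTV-Hras tumors were those of miR-182 (3.80 ± 0.47), miR-200a (3.63 ± 0.67) and miR-148a (3.51 ± 0.52), and in MMTV-PymT tumors those of miR-146b (3.14 ± 0.35), miR-141 (2.77 ± 0.63) and the oncogenic miR-21 (2.70 ± 0.51). In MMTV-Wnt tumors they were those of miR-301 (3.78 ± 0.34), miR-19b (3.55 ± 0.40) and miR-301b (3.05 ± 0.44), and in MMTV-H2N tumors those of the let-7 relative miR-98 (3.88 ± 0.37), miR-193 (3.64 ± 0.43) and miR-684 (3.41 ± 0.34). All of these stayed positive under every scaling. Of the 15 miRNAs, 13 had their highest mean in the model itself, and 7 were called higher there than in each of the other 8 groups: all 3 of MMTV-C-Myc, miR-301 and miR-19b of MMTV-Wnt, miR-182 of MMTV-Hras and miR-684 of MMTV-H2N. None of the 3 sets MMTV-PymT apart. The mean scaled log2 level of miR-146b was 6.08 there and 6.26 in normal gland, that of miR-141 4.99 and 5.19 in MMTV-H2N, and that of miR-21 7.10 and 6.87 in MMTV-Wnt, and they were called higher than in 7, 4 and 3 of the other 8 groups. The paper reports a strong correlation of its array with RT-PCR for miR-494 and miR-193, and a weak one or none for miR-301.

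The numbers of miRNAs higher and lower than in the other groups were 83 and 31 in MMTV-C-Myc (72.8% higher), 69 and 59 in MMTV-H2N (53.9%), 80 and 120 in MMTV-Hras (40%), 75 and 135 in MMTV-Wnt (35.7%) and 78 and 126 in MMTV-PymT tumors (38.2%). Without scaling the percentages were 37.2%, 50.5%, 68.1%, 92.5% and 77.5%. With the brightest miRNAs as the reference they were 33.1%, 26.2%, 12.1%, 21.4% and 17.9%. Values on all 4 MMTV-Wnt arrays, and on 3 of the other arrays, are rounded to 3 digits, and with these 7 arrays as a block 47 miRNAs were higher in MMTV-Wnt tumors.

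In MMTV-Hras tumors 5 lists passed as higher and 2 as lower. All 3 miRNAs of the miR-183 cluster rose (median 3.01, camera adjusted p = 0.00329, adjusted p = 0.345 with an estimated correlation), as did 4 of 5 of the miR-200 family (median 2.97, camera adjusted p = 0.00774, adjusted p = 0.348 with an estimated correlation), 8 of 9 let-7 miRNAs (median 1.03, 0.028 with the brightest miRNAs as the reference), 8 of 12 miRNAs that MYC represses (median 1.41) and 4 of 5 of the miR-30 family (median 1.75), the last 3 each with a camera adjusted p of 0.00329 (adjusted p = 0.348 with an estimated correlation). In MMTV-PymT tumors all 5 miR-200 miRNAs (median 2.31, camera adjusted p = 0.0144, adjusted p = 0.488 with an estimated correlation) and 9 of 12 of the miR-17-92 group rose (median 1.86, camera adjusted p = 0.000382, adjusted p = 0.312 with an estimated correlation). MMTV-Wnt tumors had 8 of 12 of the miR-17-92 group higher and 1 lower (median 1.76, camera adjusted p = 0.00709, adjusted p = 0.416 with an estimated correlation). MMTV-H2N tumors had 8 of 9 let-7 miRNAs higher (median 1.85, camera adjusted p = 1.99e-05, adjusted p = 0.474 with an estimated correlation) and all 5 of the miR-30 family (median 2.02, camera adjusted p = 0.00410, adjusted p = 0.474 with an estimated correlation). The medians of these lists stayed positive under every scaling. Also higher were the miR-30 family in MMTV-PymT (all 5, camera adjusted p = 0.00621) and MMTV-Wnt (all 5, 0.0102), the miRNAs that MYC represses in MMTV-PymT (7 of 12 and 1 lower, 0.0143) and MMTV-Wnt (6 of 12 and 2 lower, 0.0102) and let-7 in MMTV-PymT (4 of 9, 0.0375; for these 5 calls adjusted p = 0.312 to 0.541 with an estimated correlation). The let-7 median in MMTV-PymT turned from 0.58 to -0.27 with the brightest miRNAs as the reference. The lists that passed as lower, 2 in MMTV-Hras, 3 in MMTV-Wnt and 4 in MMTV-PymT tumors, were those of miRNAs not expected in mammary tissue and, in MMTV-PymT, the Dlk1-Dio3 cluster. The median of the stem cell clusters in MMTV-Wnt turned to 0.32 without scaling and that of the Dlk1-Dio3 cluster in MMTV-PymT to 0.021 with the floor subtracted and no scaling. With an estimated correlation 0 lists passed in any model. Each model was set against a mean that includes the basal models, and lists were not tested against single groups. The mean scaled log2 level of the miR-30 family ran from 4.74 in MMTV-Wnt to 4.91 in MMTV-H2N tumors and was 3.32 in MMTV-C-Myc. It was 4.03 in normal gland, 0.031 in C3TAg, 0.44 in p53-/- and 1.82 in Brca1-/-p53+/- tumors. Levels of let-7 were 5.77 to 7.65 in luminal models, 6.87 in normal gland and 3.16, 4.99 and 4.88 in the basal ones.

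MMTV-C-Myc tumors had all 3 miRNAs of the miR-183 cluster lower (median -2.24, camera adjusted p = 0.0217, adjusted p = 0.849 with an estimated correlation). Of the 12 miRNAs of the MYC-activated miR-17-92 group 6 were higher, 7 when adjusted over the list alone, and of the 12 that MYC represses 3 were higher and none lower. Neither list passed as a set (camera adjusted p = 0.824 and 0.962, adjusted p = 0.973 with an estimated correlation for both), and the median of the repressed list turned from 0.15 to -0.61 without scaling. The miRNAs that the study named for single models were chosen on these samples and are not independent evidence. All of those named in its text were higher here in the model they were named for than the mean of the other groups. They were miR-494, miR-685 (2.86 ± 0.37) and miR-699 (1.96 ± 0.34) for MMTV-C-Myc, miR-182, miR-200c (3.22 ± 0.63) and miR-30b (2.98 ± 0.34) for MMTV-Hras, miR-7 (1.63 ± 0.29) for MMTV-PymT, miR-193 for MMTV-H2N and miR-412 (2.75 ± 0.29) for C3TAg. For MMTV-Wnt they were miR-301, miR-19b, miR-106b (2.91 ± 0.34), miR-335 (2.90 ± 0.45), miR-22 (2.89 ± 0.37), miR-130a (2.14 ± 0.37) and miR-15a (1.88 ± 0.34). Of all these, miR-494, miR-182, miR-301 and miR-19b were called higher than in each other group, as given above. In MMTV-H2N miR-193 was not called above normal gland (limma adjusted p = 0.222). Nor was miR-412 in C3TAg called above p53-/- (difference 0.53) or Brca1-/-p53+/- tumors (0.88, limma adjusted p = 0.0537).

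Of the basal models, C3TAg tumors had 151 miRNAs higher and 101 lower than the other groups (59.9% higher), p53-/- tumors 183 and 72 (71.8%) and Brca1-/-p53+/- tumors 72 and 90 (44.4%). Without scaling the percentages were 34.8%, 18.2% and 27.1%, and with the brightest miRNAs as the reference 90.1%, 85.2% and 88.9%. The highest folds in C3TAg tumors were those of miR-693-5p (3.05 ± 0.33), miR-681 (3.03 ± 0.28) and miR-208 (2.95 ± 0.30), at signals near the floor. The highest fold in p53-/- tumors was that of miR-689 (3.50 ± 0.45), whose signal there had a geometric mean of 10688, while the next highest folds, of miR-137 (2.81 ± 0.28) and miR-208 (2.78 ± 0.26), were of signals above 3 times the floor on 0 of 7 p53-/- arrays. In Brca1-/-p53+/- tumors miR-717 (2.06 ± 0.28), miR-412 (1.76 ± 0.29) and miR-344 (1.69 ± 0.29) led, though all 3 had a higher mean in C3TAg tumors. None of the miRNAs named for these models was called higher there than in every other group. Of the 18 lists 9, 8 and 9 passed in these models, and in each the miR-30 family was lower with all 5 members. The camera adjusted p was 0.00116 in C3TAg, 4.98e-05 in p53-/- and 0.0120 in Brca1-/-p53+/- tumors, and the adjusted p with an estimated correlation was 0.183, 0.269 and 0.346.

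In p53-/- tumors 4 of the 8 p53-induced miRNAs were higher and 1 was lower than in the other groups. Their list was not called as a set (camera adjusted p = 0.671, adjusted p = 0.792 with an estimated correlation). miR-34a, a direct target of p53, was at 1.40 ± 0.34 in p53-/- tumors, which turned to -0.22 without scaling, and at -1.53 ± 0.39 in Brca1-/-p53+/- tumors, which was -0.65 at the 75th percentile (adjusted p = 0.129) and -0.28 with the brightest miRNAs as the reference (adjusted p = 0.511). Against the luminal tumors its folds were 1.44 and -1.17, and they differed by 2.61 ± 0.48 (adjusted p = 2.46e-05), or by 1.26 without scaling (adjusted p = 0.0835). No array value measures the deleted genes themselves, so the genotype labels were not checked.

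The last comparison asked how alike the basal models are. C3TAg and p53-/- tumors had the fewest differences under the median scaling, with 52 miRNAs apart, all lower in C3TAg, among them miR-21 (-4.17 ± 0.68) and miR-451 (-3.81 ± 0.55). This split depended on the scaling, since 82 were higher and 26 lower in C3TAg at the 75th percentile, and 0 and 22 without scaling. So did the order of the pairs, since with the floor subtracted and the 90th percentile as the reference this pair differed in 189 miRNAs and p53-/- and Brca1-/-p53+/- tumors in 97. C3TAg and Brca1-/-p53+/- tumors differed in 159 miRNAs, of which 109 were higher and 50 lower in C3TAg (7 and 63 without scaling, 228 and 30 with the brightest miRNAs as the reference), among them miR-451 (-6.36 ± 0.60), miR-21 (-5.26 ± 0.74) and miR-494 (-4.79 ± 0.43). These 3 were above 3 times the floor on 0, 1 and 0 of the 5 C3TAg arrays, and miR-494 on 0 of the 7 p53-/- arrays, so the size of their folds is limited by the floor there. p53-/- and Brca1-/-p53+/- tumors differed in 166 miRNAs, 137 higher and 29 lower in p53-/- (13 and 67 without scaling). Here miR-689 (4.67 ± 0.65), miR-93 (3.63 ± 0.47), miR-25 (3.48 ± 0.47) and miR-200c (3.24 ± 0.78) were higher and miR-494 (-4.80 ± 0.40) and miR-143 (-3.35 ± 0.54) lower in p53-/- tumors. Without scaling miR-200c was at 1.89 and no longer passed (limma adjusted p = 0.0591). The SD of the folds over all miRNAs was 0.89, 1.49 and 1.27 in these 3 comparisons.

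Between the basal models the let-7 family was lower in C3TAg than in p53-/- tumors (8 of 9 members, 9 when adjusted over the list alone, camera adjusted p = 5.72e-08, adjusted p = 0.278 with an estimated correlation). The miRNAs that MYC represses were lower in C3TAg than in Brca1-/-p53+/- tumors (8 of 12 lower and 1 higher, camera adjusted p = 8.10e-05, adjusted p = 0.388 with an estimated correlation) and in p53-/- than in Brca1-/-p53+/- tumors (8 of 12 lower and 1 higher, or 2 higher when adjusted over the list alone, camera adjusted p = 0.000606, adjusted p = 0.554 with an estimated correlation). The stromal and smooth muscle markers were lower in C3TAg than in Brca1-/-p53+/- tumors too (3 of 5 lower and none higher, median -1.64, camera adjusted p = 0.00347, adjusted p = 0.340 with an estimated correlation), as were the let-7 (6 of 9, camera adjusted p = 0.000363) and miR-30 families (4 of 5, 0.00347; adjusted p = 0.409 for both with an estimated correlation), and the miR-30 family was lower in p53-/- than in Brca1-/-p53+/- tumors (4 of 5, camera adjusted p = 0.000606, adjusted p = 0.554 with an estimated correlation). These medians stayed negative under every scaling. The Dlk1-Dio3 cluster passed as higher in C3TAg than in p53-/- tumors (median 0.14, camera adjusted p = 0.00603, adjusted p = 0.672 with an estimated correlation) with no member called.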

Values the study reported

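The paper reports 122 miRNAs, by 430 probes, that were higher in basal and 73 miRNAs, by 257 probes, that were higher in luminal models, out of 334 miRNAs on the array. Its fold changes are 8.0 for miR-448 in basal tumors and 20.9 for miR-141 and 18.6 for miR-148a in luminal tumors. It lists 22 miRNAs that differ between mouse strains in normal pregnant mammary glands. By clustering, it reports that the levels of these miRNAs in the tumors did not follow the strain.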

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

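Of the tests in this part, those of dim arrays for miR-21 and the counts over other assignments of the samples were chosen only after the result was seen.

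Among 81 groups of values examined for a single sample far from the rest, 4 had one, and chance gives about 1 in 20. The log2 median of p53-/- replicate 7 was 7.663, against 6.569 to 6.998 on the other p53-/- arrays. The scaled log2 level of miR-30a-5p was 4.429 in MMTV-PymT replicate 5, against 5.405 to 5.945 in the others. The level of miR-448 was 0.3781 in C3TAg replicate 3, against -0.1405 to 0.008263. The level of miR-10b was 3.363 in MMTV-H2N replicate 1, against 0.798 to 1.251.

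Some miRNAs moved in opposite directions against luminal tumors in a pair of basal models, with the difference itself past the threshold by limma. They numbered 4 for C3TAg and p53-/- (miR-720, miR-181b, miR-345 and miR-103), 5 for C3TAg and Brca1-/-p53+/- (miR-669b, miR-362, miR-546, miR-297b and miR-92) and 15 for p53-/- and Brca1-/-p53+/-. Among the 15 were miR-210, a hypoxia-induced miRNA (1.22 and -2.05, difference 3.27 ± 0.62), and miR-93 (1.42 and -2.21, difference 3.63). Without scaling these differences were 1.92 (limma adjusted p = 0.0334) and 2.28. These were chosen after their values were seen. The opposite signs rest on the median scaling, since the array medians of C3TAg and p53-/- tumors lay below those of most luminal arrays. Without scaling the positive folds of these models turn negative, and only miR-546 keeps opposite signs.

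The first pattern weighed is the set of 149 miRNAs higher in basal tumors. A strain difference is not needed for most of them in C3TAg tumors, since 84.56% were still higher when FVB tumors were compared alone (80.5% to 83.2% without 1 C3TAg replicate each). The only FVB basal tumors are C3TAg, whose arrays had the fewest miRNAs above 3 times the floor (31 to 85). So this does not decide about strain in p53-/- and Brca1-/-p53+/- tumors. The median scaling may contribute, as only 44.3% were still called higher without scaling, although 71.8% were with quantile normalization and 100% at the 75th percentile. Signal near background may contribute too, as 91.95% had a mean signal below the median of the 334 miRNAs. Dim arrays with a raised floor are a candidate explanation too. For this, 12 luminal arrays were given the floor and range of C3TAg and p53-/- arrays, and no Brca1-/-p53+/- array was imitated. Of the 149, 78.52% then came out higher in those 12 arrays than in the other 12. So did 79.3% of the 87 lower miRNAs in the lower direction, with 0 calls by limma before (2 at an unadjusted p under 0.05). Without the C3TAg and p53-/- arrays 75 miRNAs were called higher, all among the 149, so the pattern does not rest on these 2 models alone. The 90th percentiles of the Brca1-/-p53+/- arrays (1936 to 5324) also lie below that of every luminal array (lowest 5951), so a difference in biology between basal and luminal tumors stays open and was not separated from the signal range of the basal arrays. Outside the arrays, the paper reports a strong correlation with RT-PCR for miR-505, miR-200b, let-7f and miR-494, among others. It was modest for miR-30b and miR-412, and weak or absent for miR-135b, miR-155 and miR-301. The text of the paper gives no RT-PCR levels by class.

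The second pattern is the low miR-21 of MMTV-H2N tumors, with a geometric mean of 127, or 1.99 to 5.03 times the floor of the array. The log2 difference from the other luminal models was -8.53 without scaling, a bound, since the signal was under 3 times the floor on 2 of 5 arrays. Dim arrays are argued against, since the median difference of the 20 other brightest miRNAs, also without scaling, was -0.07388 and 0 of them were lower by over 2. Single failed spots are argued against as well, since the highest of the 20 miR-21 spots was 13.44 times the floor of its array. A lower level of miR-21 in this model stays open, and so do a sequence difference and a fault common to all its arrays, which were not tested.

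The third pattern is the set of 75 miRNAs higher in MMTV-Wnt tumors, whose arrays all carry rounded values. With the 7 rounded arrays as a block, 57.33% (43 miRNAs) were still called higher. Between the 2 rounded and 3 other MMTV-Hras arrays 0 miRNAs differed by limma (32 at an unadjusted p under 0.05). Since all 4 MMTV-Wnt arrays are rounded, the export and the model cannot be told apart for the rest.

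Other assignments of the samples to groups gave smaller counts than the real ones for most comparisons. For basal against luminal tumors the real count of 236 was reached by 1 of 100 assignments, itself, and the highest other was 92. Among the 56 assignments of whole models the real count was again the highest (1 of 56). The highest other was 219, with MMTV-C-Myc, MMTV-Hras and MMTV-PymT together, and the lowest 0. So some other divisions of the models differ nearly as much as the real one, and others hardly at all. For normal gland against the models the count was 218 and the highest other 24 (1 of 100), and against every model 12 and 0 (1 of 100). For single models the real count and the highest other were 252 and 22 in C3TAg, 114 and 1 in MMTV-C-Myc, 128 and 1 in MMTV-H2N, 200 and 1 in MMTV-Hras, 255 and 5 in p53-/-, 210 and 7 in MMTV-Wnt, 162 and 65 in Brca1-/-p53+/- and 204 and 1 in MMTV-PymT tumors (1 of 100 each). For the basal pairs they were 52 and 37, 159 and 69, and 166 and 91 (1 of 100 each). Random assignment of single samples did not reach these counts. It breaks up the models, so it shows that the groups differ, not whether tissue or the signal range of the arrays is the source. For basal against luminal tumors it also treats the tumors of a model as independent. Chance cannot be excluded for the number of lists that passed, since 8 of 100 assignments gave at least 9 lists for basal against luminal tumors (highest other 11) and 43 of 100 gave at least 4 for normal gland (highest other 11).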

How the results depend on the processing

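Subtraction of the floor, the filter on miRNAs above it, leaving out the C3TAg and p53-/- arrays, the block of rounded arrays and SAM on single spots were chosen only after the data were seen. Over 82 settings, the counts and values that answer a comparison stayed within 1.5 times of the reported count, or on the same side of the threshold, in 320 cases, moved in 117 and were weaker in 3. For the 154 named miRNA values, 2800 cases were the same, 117 weaker, 22 stronger, 21 moved and 19 reversed. The tallies include settings that could hardly move a value. One is the deposited log2 table, which differs by a constant and left all 154 the same, and many settings for the counts only leave out 1 replicate. For the 38 list medians, 306 cases stayed within 1 SD between replicates, 213 moved and 5 reversed, where only medians of called lists count as reversed. The cause was not tested except where the setting itself removes miRNAs or arrays. At the 75th percentile, 228 miRNAs were higher and 52 lower in basal tumors, 47 were higher in normal gland, 2 higher and 4 lower than in every model, 230 higher in C3TAg, 47 in MMTV-C-Myc, 40 in MMTV-Hras, 161 in Brca1-/-p53+/- and 43 in MMTV-PymT, C3TAg and p53-/- differed in 108, and miR-214 turned to 0.059. With the brightest miRNAs as the reference, 258 were higher and 30 lower in basal tumors, 36 higher and 205 lower in normal gland, 2 higher and 3 lower than in every model, 264 higher in C3TAg, 49 in MMTV-C-Myc, 45 in MMTV-H2N, 28 in MMTV-Hras, 44 in MMTV-Wnt, 193 in Brca1-/-p53+/- and 42 in MMTV-PymT. C3TAg differed from p53-/- in 229 and from Brca1-/-p53+/- in 258, and the folds of miR-214 (0.74), miR-96 (0.41), miR-378 in normal gland (-0.020) and the medians of the miR-17-92 group (0.0055) and of let-7 in normal gland (-0.16) turned. Without scaling, 66 were higher and 158 lower in basal tumors, 2 higher than in every model, 69 higher in C3TAg, 45 in MMTV-C-Myc, 33 in p53-/-, 196 in MMTV-Wnt, 32 in Brca1-/-p53+/- and 158 in MMTV-PymT, the basal pairs differed in 22, 70 and 80, and miR-155 (-1.03), miR-221 (-0.15) and miR-378 (-0.15) turned. With quantile normalization, 58 were higher and 65 lower in normal gland, 3 and 0 than in every model, 46 higher in MMTV-Hras, 105 in p53-/- and 45 in Brca1-/-p53+/-, p53-/- and Brca1-/-p53+/- differed in 108, 0 lists passed for normal gland, miR-155 was at -0.59, and the similarity difference was -0.29 and no longer passed. With the floor subtracted and no scaling, 25 were higher and 189 lower in basal tumors, 54 lower in normal gland, 2 higher and 0 lower than in every model, 9 higher in C3TAg, 46 in MMTV-C-Myc, 2 in p53-/-, 211 in MMTV-Wnt, 41 in Brca1-/-p53+/- and 173 in MMTV-PymT. The folds in basal tumors of miR-126-5p (-0.36), miR-135b (-0.13), miR-144 (-1.70), miR-155 (-1.56), miR-192 (-0.092), miR-221 (-0.15), miR-378 (-0.46) and miR-505 (-0.10) and the medians of the stem cell clusters (-0.15) and the Dlk1-Dio3 cluster (-0.56) turned. With the floor subtracted and the 90th percentile as the reference, 240 were higher and 49 lower in basal tumors, 45 higher in normal gland, 2 higher and 0 lower than in every model, 235 higher in C3TAg, 50 in MMTV-C-Myc, 38 in MMTV-Hras, 42 in MMTV-Wnt and 202 in Brca1-/-p53+/-, C3TAg and p53-/- differed in 189, p53-/- and Brca1-/-p53+/- in 97, and miR-214 was at 0.079. Among the 205 miRNAs above the floor on at least 23 of 46 arrays, 27 were higher in basal tumors, 31 lower in normal gland, 25 higher in C3TAg, 58 in p53-/- and 5 in Brca1-/-p53+/-, C3TAg and p53-/- differed from Brca1-/-p53+/- in 77 and 90, 4 lists passed for basal tumors and 0 for normal gland, and the similarity difference was -0.24 and no longer passed. Among the miRNAs with a mean signal at or above the median, 11 were higher in basal tumors, 20 lower in normal gland, 0 lower than in every model, 10 higher in C3TAg, 41 in p53-/- and 5 in Brca1-/-p53+/-, the same pairs differed in 72 and 80, 2 and 0 lists passed, the Dlk1-Dio3 median was -0.24, and the similarity difference was -0.20 and no longer passed. Without the C3TAg and p53-/- arrays, 75 were higher in basal tumors, 74 lower in normal gland, 0 lists passed for normal gland, miR-221 (-0.39) and miR-378 (-0.040) turned, and the grouping fell to 24 of the 29 tumors, as both groups were mostly luminal and 9 luminal tumors fell with all 5 basal ones. Array weights (0.178 to 3.63) gave 4 lower than in every model and 93 between C3TAg and p53-/-. Single spots gave 2 lower than in every model and 116 higher in Brca1-/-p53+/-. Values raised to the 25th percentile gave 0 and 32 for the same counts. The block of rounded arrays gave 5 higher and 0 lower than in every model and 47 higher in MMTV-Wnt. Model as a random block gave 87 higher in basal tumors, model means as samples 85, and pooled tumors 38 higher and 47 lower in normal gland. The z-score rule gave 57 in C3TAg, 41 in MMTV-C-Myc, 27 in MMTV-H2N, 12 in MMTV-Hras, 18 in p53-/-, 26 in MMTV-Wnt, 0 in Brca1-/-p53+/- and 14 in MMTV-PymT. Leaving out a normal gland replicate in turn gave 6 to 11 higher and 1 to 2 lower than in every model, the 6 and 2 without replicate 1. The replicate number as a block (144 higher and 87 lower in basal tumors, 97 and 126 in normal gland), the t-test at a p of at most 0.01 (136 and 81) and after Benjamini-Hochberg adjustment (149 and 87), SAM (125 and 79) and SAM on single spots (130 and 79) stayed within 1.5 times. In FVB tumors alone 126 of the 149 were still higher. Signal over background limits all statements about dim miRNAs, since 31 to 85 miRNAs were above 3 times the floor on a C3TAg array.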

Other observations

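The tests of neighbouring miRNAs in this part were chosen only after the result was seen.

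Neighbouring miRNAs within 10 kb are often made from 1 transcript. By the gene positions of the mouse assembly used here, 285 of the 334 miRNAs matched 1 gene, and 61 pairs of neighbours were above the floor on at least 12 of the 24 luminal arrays. Some pairs came apart in C3TAg and p53-/- tumors. The log2 ratio of miR-497 to miR-195 was -1.83 in luminal, 1.37 in C3TAg and 2.87 in p53-/- tumors (p53-/- minus luminal 4.71 ± 0.27, adjusted p = 3.50e-19). That of miR-145 to miR-143 was 0.08, 2.77 and 3.50, and that of miR-93 to miR-106b was -0.16, 2.45 and 4.35. That of miR-141 to miR-200c was 0.01, -0.98 and -3.36, where the C3TAg change did not pass (adjusted p = 0.0618) and normal gland also changed (-2.36 ± 0.46). In Brca1-/-p53+/- tumors the first ratio changed by 0.11 (adjusted p = 0.779) and the last by 0.20, which did not pass either, and the others by 0.75 (adjusted p = 0.0216) and 0.96 (adjusted p = 0.0307), in the same direction as above. The size of these ratios is limited by the floor, since miR-195, miR-143 and miR-106b were each above 3 times it on 0 of 5 C3TAg and 1 of 7 p53-/- arrays, miR-141 on 0 of 5 and 0 of 7, and miR-200c on 1 of the 5 C3TAg arrays. These 4 pairs were chosen after their values were seen.

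A hypothesis from these pairs was that signal was lost unequally within transcripts on the C3TAg and p53-/- arrays, as it might be on dim arrays. Over all 61 pairs the median absolute change of the ratio against luminal tumors was 1.21 in C3TAg, 0.98 in p53-/- and 0.69 in Brca1-/-p53+/- tumors, against 0.95 in normal gland and 0.55 to 1.19 in single luminal models. The higher of the first 2 was 1.012 times the highest of normal gland and the luminal models, under the 1.5 times that had been required. This decides nothing, since a fall of both members of a pair to the floor changes its ratio by no more than about its size in luminal tumors, a median of 1.13 or 0.947 times that highest value, which is under the limit as well. Levels within a pair lay closer together than in luminal tumors for 48 pairs in C3TAg, 43 in p53-/-, 39 in Brca1-/-p53+/- tumors and 22 in normal gland. Unequal loss of signal and a difference in biology cannot be told apart for these pairs.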
